A study of Hordeum vulgare with 28 samples. Its data were reported in "Generalist and Specialist Mite Herbivores Induce Similar Defense Responses in Maize and Barley but Differ in Susceptibility to Benzoxazinoids" (2018).

How the data were processed

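Leaves of barley (*Hordeum vulgare*, cultivar Morex) were infested with *O. pratensis* or *T. urticae*, wounded with sandpaper, or left as controls, and poly(A) RNA from the enclosed leaf section was sequenced. Treatments were staggered so that all leaves were collected together within the same short window of the light period. Per the study's methods, plants were laid out in randomized blocks and 1 leaf section gave 1 library. Assignments to sequencing lanes were not used here.

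The authors prepared stranded libraries, sequenced paired ends on an Illumina HiSeq instrument, aligned the reads to the Ensembl barley genome ASM3268v1 with STAR in its multi-pass mode, and counted uniquely aligned reads per locus with HTSeq in reverse-strand mode on transcript features. The deposited values are raw counts per gene, not normalized. Because only uniquely aligned reads were counted, reads that near-identical genes share are missing from these values, and how much this lowers the counts of close gene families was not checked. The authors analysed the counts with DESeq2. The table held 28 sample columns, each matched to 1 sample through its label, and 25592 gene rows (24211 identifiers starting with MLOC and 1381 starting with EPlHVUG). It had 0 rows that named no gene. The number of genes differs from the number the study's text gives, and what accounts for the difference was not determined.

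Neither the count table nor the reference gene list used here gives names for these identifiers, and other annotation of them was not used here. Of the 25592 identifiers, 0 matched the RefSeq gene list of the MorexV3 assembly, so identifiers are given as they stand, without positions. Planned tests of gene families by product name were therefore not run, and no more than 2 genes that rose and 2 that fell are given by identifier beside those the study names, so the single gene that DESeq2 called between O2 and T2 is not named. Checks of GC content and gene length were not made for the same reason.

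Before replicates were averaged, all 42 pairs of replicates within groups were compared. Over genes with at least 20 counts in a pair, the chi-square per gene ranged from 8.59 to 96.6, where 1 is sampling noise, so no pair was a repeat of 1 library.

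Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr by group (minimum count 10), which left 16948, and TMM factors were computed. A quasi-likelihood model (glmQLFit and glmQLFTest, robust) with 1 mean per group and no covariates was fitted to all 28 samples, so that the groups shared 1 estimate of the spread. Adjusted p-values are Benjamini-Hochberg within each contrast, and a gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 1, the thresholds of the study. The standard error of a log2 fold change is its size divided by the root of the F statistic. The contrasts were each treatment against C, O2 against T2, O24 against T24, the time points of each treatment, the interaction of mite and time, and each mite against wounding at the same time point. CPM values are counts divided by the library total, on the usual CPM scale. Where a group had no count, a fold was computed against a floor of 3 counts over the group. Where a group had 1 to 3 counts, the ratio of pooled counts is given with its exact 95% binomial counting interval. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

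Response scores and shares were compared with exact two-sided permutation tests over all 70 assignments of 4 against 4 samples. Principal components used log2 CPM (prior count 2) of the 1000 tested genes with the highest variance, and *k*-means used 100 starts. Named genes followed a fixed rule: the 3 terpene synthase genes in the study's text and, as the tables used here gave no names, the 2 called genes with the largest positive and the 2 with the largest negative log2 fold change of O24 against T24 whose replicates did not overlap on CPM and whose mean over the 28 samples was at least 1 CPM. Because the treatments share the control libraries, 20 data sets in which every group had the control mean were simulated with the real library sizes and dispersions, and overlaps and correlations were recomputed in them.

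The analysis was tested on simulated data with 200 genes changed by log2 amounts of 2 or 3 among 16948, drawn from genes with a mean over 1 CPM. In the O24 against C contrast edgeR recovered 97% of them with 0 false calls, and DESeq2 1.42.0 recovered 98% with 6 false calls. In the O24 against T24 contrast edgeR recovered 97% with 1 false call.

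Alternatives tried were DESeq2 with and without shrinkage of fold changes, other scalings (RLE, upper quartile, library size alone), no filter or a stricter filter (at least 5 CPM in at least 4 samples), a fit of only the groups compared, the replicate number as a block, other thresholds (an adjusted p under 0.05, no fold change minimum, glmTreat), thinning of all libraries to the smallest total, removal of EPlHVUG identifiers, and leaving out each sample in turn. The contrasts, tests, thresholds, naming rule and alternatives were fixed before the data were examined. The exceptions, chosen after seeing the data, are the removal of the 10 most abundant genes and the tests on mite RNA, on carried-over reads and on a response of different size in the closing part.

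Depth per sample ran from 11.7 M to 38.3 M counts (M, mega) and was lowest in mite-infested leaves, so genes with few counts are measured least well there. Over a group, 3 counts correspond to 0.027 CPM in C and 0.0549 CPM in T2.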

Results

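The transcriptome of barley leaves was measured by RNA-seq in 28 samples that fell into 7 groups of 4. The plants were of the cultivar Morex, 30 days old, and leaf number 5 was used. Control leaves (C) carried only the wax barriers that confined the mites. The mite-infested leaves received adult females of *Oligonychus pratensis*, a spider mite specialized on grasses, or of *Tetranychus urticae*, a spider mite that feeds on many plant families. Samples were taken after 2 h (O2 and T2, 400 mites per leaf section) or 24 h (O24 and T24, 200 mites per leaf section). A further pair of groups was wounded with 60 grit sandpaper at the same time points (W2 and W24). A single control group served both time points. In each group the 4 replicates were separate leaves.

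The deposited table held counts of uniquely aligned reads for 25592 genes, of which 21860 (85.4%) had a count in at least 1 sample. Total counts per sample ranged from 11.7 M to 38.3 M (M, mega). Mite-infested leaves gave smaller totals than control leaves. The mean total was 27.7 M ± 5.60 in C (SD, n = 4), 17.3 M ± 1.54 in O2, 13.7 M ± 2.57 in T2, 20.5 M ± 2.67 in O24 and 18.7 M ± 3.37 in T24. It was 28.2 M ± 6.96 in W2 and 26 M ± 4.03 in W24. In exact two-sided permutation tests against C, the totals of O2, T2 and T24 each had p = 0.0286, the smallest value that 4 samples against 4 allow with this test, and an adjusted p of 0.0571 over the 6 treatments. For O24 the values were 0.0857 and 0.129. The number of genes with a count per sample nonetheless lay in a narrow range, from 17948 in a T2 sample to 19389 in a W2 sample. After the filter on low counts, 16948 genes were tested, and these held 99.97% of all counts.

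The composition of the libraries was compared first. The 10 most abundant genes were taken as 1 fixed set, by counts summed over all 28 libraries. They are therefore not the top genes of each group. Their share of counts was 12.3% ± 1.35 in C (SD, n = 4), 11.6% ± 0.522 in O2 and 12.1% ± 0.981 in T2. It was lower in W2 (6.90% ± 0.837), O24 (4.15% ± 0.313) and T24 (6.77% ± 1.09), and every sample of these groups lay below every control sample. The exact permutation p was 0.0286 in each, the smallest possible, and 0.0571 after adjustment over the 6 treatments. W24 stood at 10.7% ± 0.499. Identifiers that start with EPlHVUG held 0.739% ± 0.115 of the counts in C and 0.473% ± 0.108 in O24, a difference with an exact permutation p of 0.0286 and an adjusted p of 0.0857. For W24 the share was 0.544% ± 0.0462, with the same p-values. For the other 4 treatments the exact permutation p of this share was 0.2 or more. Without C replicate 2 the shares of the 10 most abundant genes moved most, to a difference from C of -8.80 percentage points in O24 in place of -8.16.

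To see how the samples grouped without reference to their labels, a principal component analysis was made of the 1000 most variable genes. PC1 held 58.6% of the variance, PC2 21.8% and PC3 8.34%. On PC1 the control samples averaged -63.1 ± 4.12 (SD, n = 4), and the 2-h mite samples lay next to them at -28.5 ± 12 for O2 and -32.5 ± 5.90 for T2. At 24 h both mites were displaced along the same axis, T24 to 54.2 ± 9.58 and O24 to 97.7 ± 2.97, so that O24 was farthest from the controls. W2 was set apart on PC2, at 72.1 ± 9.21 against -31.3 ± 0.691 for C. W24 lay nearer the controls on PC2, at 10.4 ± 3.89, and was separated from the other groups on PC3, at -39.0 ± 1.37.

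**Figure D1:**
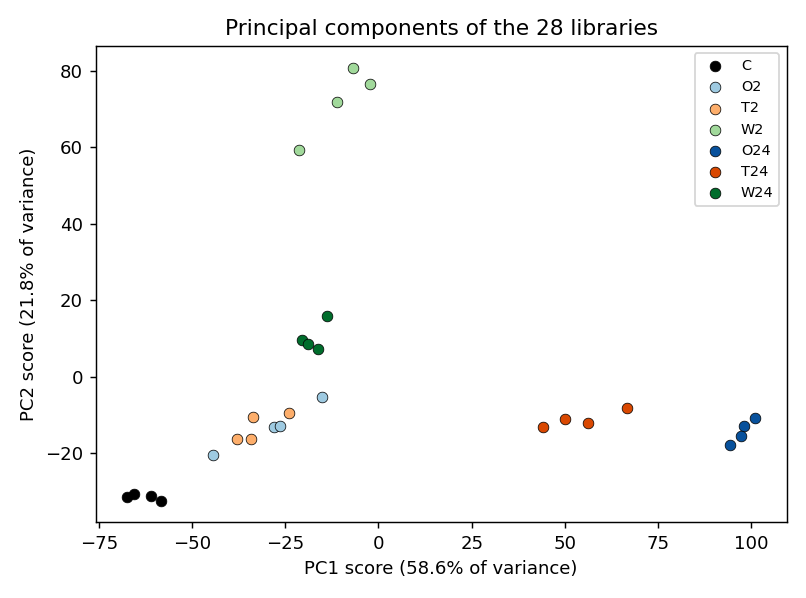
Position of each of the 28 libraries on PC1 (x axis, 58.6% of the variance) and PC2 (y axis, 21.8%), in units of the component score, with 1 point per library coloured by group. The O24 libraries lie farthest right and the W2 libraries highest, while O2 and T2 libraries are intermixed near the controls.

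Genes that differed between each treatment and the control were detected with edgeR's quasi-likelihood test, at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1. At 2 h, mite feeding changed few genes and nearly all of them were upregulated. In O2, 448 genes were called, 445 higher and 3 lower than in C. T2 gave 422 called genes, 418 higher and 4 lower. Wounding at 2 h changed far more, with 5395 genes called in W2 (3266 higher and 2129 lower). Per the study, wounding was instantaneous at the start, whereas mites may need up to several hours after release before they feed. At 24 h wounding had the fewest calls of the 3 treatments. O24 had 6030 called genes (3394 higher and 2636 lower), T24 had 3371 (2389 higher and 982 lower) and W24 had 1017 (970 higher and 47 lower). In total, 8496 genes, or 50.1% of those tested, were called in at least 1 treatment. By ratio, the largest move of any of these 6 counts under an alternative was that in T24, to 8416 genes without the fold change minimum.

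The split between higher and lower calls depended on the scaling in some contrasts. Upregulated genes made up 60.5% of the calls in W2 with the TMM factors of the main analysis and 47.8% with upper-quartile factors. In O24 the share was 56.3% with TMM, 50.5% with upper-quartile factors and 68.2% when only library size was used. In T24 the corresponding shares were 70.9%, 65.7% and 85.1%. The median log2 fold change of all tested genes moved by -0.20 in W2 under upper-quartile factors, and by 0.22 in both O24 and T24 under library size alone. At 2 h the share of upregulated genes was 99.3% in O2 and 99.1% in T2.

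**Figure D2:**
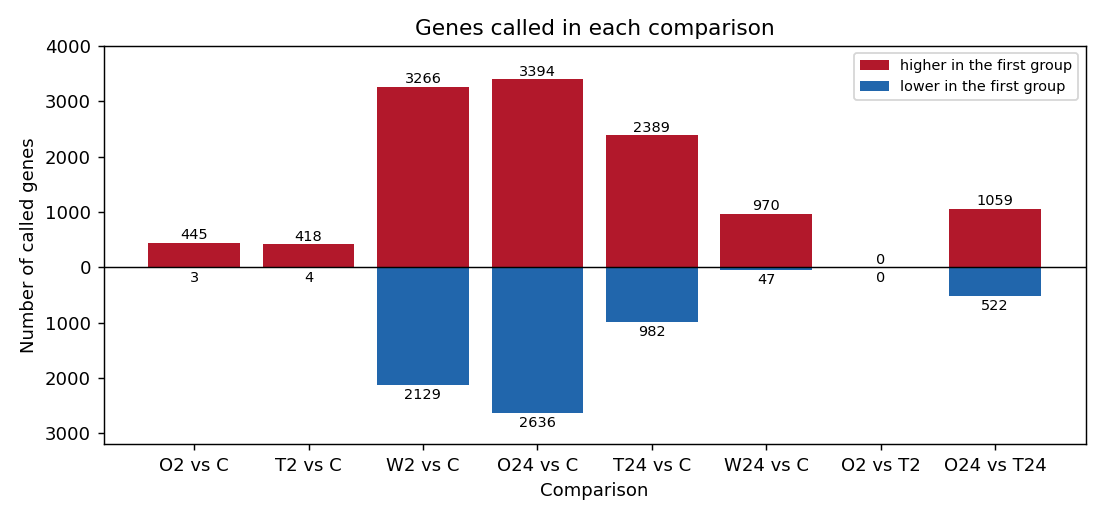
Number of genes called (y axis) in each treatment against control and in the 2 direct comparisons of the mites (x axis), with genes higher in the first-named group drawn upward and lower genes downward. O24 has the most calls (3394 higher, 2636 lower), and edgeR, the tool plotted, calls no gene between O2 and T2, where DESeq2 calls 1.

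Whether the 2 mites elicited different responses was asked directly, by contrasting the mite groups with each other rather than by comparing lists. At 2 h edgeR called no gene between O2 and T2 (0 of 16948). At an unadjusted p under 0.05 there were 517 such genes, fewer than chance alone gives on average at that threshold over 16948 tests. DESeq2 had 537 at an unadjusted p under 0.05 and called 1 gene, with or without shrinkage of the fold changes. In simulated data for this same contrast, with 200 changed genes among 16948 (log2 changes of 2 or 3 in size, genes with a mean over 1 CPM), 97% of the changed genes were recovered. The simulation gave all groups the same spread per gene, so recovery of smaller changes, or with a larger spread in O2, was not tested. Fitted on the compared groups alone, the calls of O2 against C fell from 448 to 240, so O2 may vary more than was simulated. At 24 h the mites differed: 1581 genes were called between O24 and T24, of which 1059 were higher and 522 lower in O24. Most of these lay on the same side of the control in both mites. In 1346 of them (85.1%) the estimated change from control went the same way and was larger in O24. In 95 (6.01%) it went the same way and was larger in T24, and 140 (8.86%) lay on opposite sides of the control. Both changes are taken from the same control libraries, which by itself favours the same side. Over the 6243 genes called for a mite at 24 h, 98.5% had the same sign, against a mean of 75.8% in simulated unchanged groups. No simulated value was computed for the 1581 genes. The change of the mite difference between the time points, tested as an interaction, was called for 798 genes. For 484 of these the log2 difference between *O. pratensis* and *T. urticae* was higher at 24 h than at 2 h, and for 314 it was lower. Testing against the fold change minimum itself (glmTreat) moved this count most, to 46.

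The size of the response was also scored per sample, as the mean log2 change from the control over the genes called in the same direction for both mites at that time point. At 24 h (3157 genes) the score was 3.01 ± 0.08 in O24 and 2.17 ± 0.24 in T24 (SD, n = 4 each). Every O24 sample, with a minimum of 2.90, exceeded every T24 sample, with a maximum of 2.51, and the difference of 0.83 had an exact two-sided permutation p of 0.0286, the smallest that the 70 assignments allow (0.0571 adjusted over the 2 time points). The alternative that moved it most, scoring with the genes called in W2, gave a difference of 0.36. At 2 h (346 genes) the scores were 2.66 ± 0.67 in O2 and 2.75 ± 0.32 in T2, and the difference of -0.09 was smaller than the spread between replicates (exact permutation p = 0.914, adjusted 0.914). Its sign changed when O2 replicate 3 was left out (0.22) or T2 replicate 4 (0.05), and with the genes called in W2 (0.01). Control samples scored between -0.08 and 0.07 with the 24-h genes. Among the 3157 genes called alike at 24 h, 2803 (88.8%) had the larger change in O24. Of the 346 genes called alike at 2 h, the change was larger in O2 for 162 (46.8%).

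**Figure D3:**
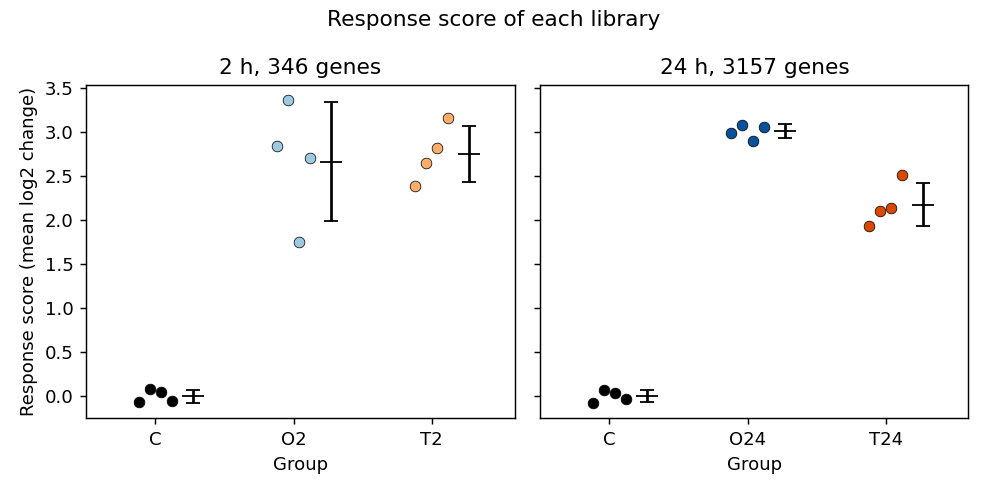
Response score of each library (y axis, mean log2 change from control over the genes called alike for both mites) in control and mite-infested leaves (x axis) at 2 h and 24 h, with the group mean and SD beside the points. The O24 libraries (2.90 to 3.08) all lie above the T24 libraries (1.94 to 2.51), whereas O2 and T2 overlap.

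The calls of the 2 mites overlapped. At 2 h, 346 genes were called in the same direction in O2 and T2, which is 82.0% of the shorter list, and none in opposite directions. At 24 h, 3157 genes were shared in the same direction (93.7% of the shorter list) and 1 was called in opposite directions. Treatments that are compared with the same control libraries share some of their chance variation, so the same number of top genes was taken from 20 simulated sets in which no group differed from the control. There the mean overlap was 64.1 genes at 2 h (highest 77) and 1590 genes at 24 h (highest 1635). Across the 524 genes called in at least 1 mite at 2 h, the log2 fold changes correlated with a Pearson r of 0.945 (R² = 0.893) and a Spearman rho of 0.916. Across the 6243 genes at 24 h, r was 0.941 (R² = 0.886) and rho 0.934. Simulated unchanged groups gave a mean r of 0.598 and 0.498. With a different pair of control samples for each mite the median r was 0.837 at 2 h and 0.909 at 24 h. These correlations are across genes, which are not independent replicates, and no p-value is given. The standard deviation of the log2 fold changes was 1.34 times as large in O24 as in T24, and 1.05 times as large in O2 as in T2.

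**Figure D4:**
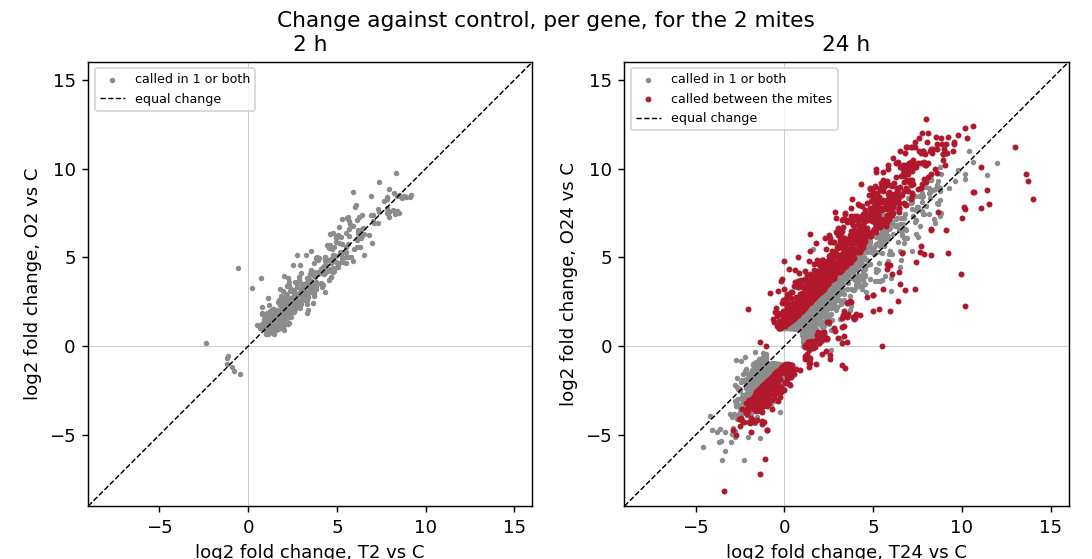
Log2 fold change against control for *T. urticae* (x axis) and *O. pratensis* (y axis) at 2 h and 24 h, with 1 point per gene called in at least 1 of the 2 mites, genes called in the direct contrast of the mites in red and equal change as a dashed line. At 2 h no point is red, and at 24 h most red points lie farther from 0 on the O24 axis than on the T24 axis, with a minority on the T24 side.

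Mite feeding was then compared with mechanical wounding. The damage was not matched in timing, since wounding was a single event at the start and mites fed over the period. Of the 524 genes called for at least 1 mite at 2 h, 86.8% were also called in W2, and 309 genes were called in all 3 treatments. At 24 h, 13% of the 6243 genes called for a mite were called in W24, and 654 genes were called in all 3. The lists differed in length, with 5395 calls in W2 and 1017 in W24, which limits these shares. As a share of the shorter list, calls in the same direction made up 87.9% for O2 with W2, 87.4% for T2 with W2, 72.7% for O24 with W24 and 68.1% for T24 with W24. In the same direction, O2 shared 394 calls with W2, T2 shared 369 with W2, O24 shared 739 with W24 and T24 shared 693 with W24. The simulated unchanged groups gave means of 281, 258, 614 and 450 for these overlaps. The Pearson r of the log2 fold changes was 0.635 for O2 with W2, 0.614 for T2 with W2, 0.611 for O24 with W24 and 0.627 for T24 with W24 (R² of 0.404, 0.377, 0.373 and 0.393). The corresponding Spearman rho values were 0.693, 0.672, 0.650 and 0.667. In simulated unchanged groups the mean r was 0.609, 0.581, 0.578 and 0.598 and the highest r was 0.637, 0.624, 0.609 and 0.625, close to the observed values. Those sets hold no treatment effect, so this closeness does not tell how much of the observed r comes from the shared control. The highest simulated rho was 0.642, 0.628, 0.615 and 0.664, below the observed rho of each pair. Over all tested genes the observed r was 0.618, 0.602, 0.619 and 0.676, against simulated means of 0.463, 0.435, 0.468 and 0.466. When each treatment had its own pair of control samples, a comparison that shares no library, the median r was 0.596, 0.575, 0.586 and 0.586. That argues against shared control libraries as the whole source of the correlation. The genes, however, were those called with all control samples. The standard deviation of the log2 fold changes in O2 was 0.498 times that in W2, while in O24 it was 2.06 times that in W24.

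In direct contrasts, 4470 genes differed between O2 and W2 (1633 higher and 2837 lower in O2) and 4408 between T2 and W2 (1605 higher and 2803 lower in T2). Under upper-quartile factors the share of higher genes went from 36.5% to 51.5% in the first contrast and from 36.4% to 51.7% in the second. At 24 h, 4989 genes differed between O24 and W24 (2646 higher and 2343 lower in O24), and which direction prevailed depended on the scaling, with 53% higher under TMM, 47% under upper-quartile factors and 59% with library size alone. There were 2357 called genes between T24 and W24 (1502 higher and 855 lower in T24).

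The time points of each treatment were contrasted as well. Between O24 and O2, 5320 genes were called (3103 higher and 2217 lower at 24 h). The share of higher genes was 58.3% with TMM, 51.5% with upper-quartile factors and 67.8% with library size alone. T24 and T2 differed in 2246 genes (1694 higher and 552 lower). W24 and W2 differed in 4559 genes, and here the calls that were lower at 24 h (2613) outnumbered the higher ones (1946). With upper-quartile factors the share of higher genes in that contrast was 56.2% in place of 42.7%, and with library size alone it was 51.2%, so which direction prevailed depended on the scaling. In the T24 to T2 contrast the share was 75.4% with TMM and 88.7% with library size alone. For the mites these contrasts also hold the difference in infestation, 400 mites at 2 h against 200 at 24 h.

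The 8496 responsive genes were grouped by *k*-means into 6 clusters, numbered by their mean log2 fold change in O24. Cluster 1 (244 genes) rose in every treatment, with centres of 4.89 in O2, 4.50 in T2, 6.33 in W2, 7.53 in O24, 6.81 in T24 and 4.20 in W24. Cluster 2 (350 genes) rose mainly after 24 h of mite feeding, to 7.45 in O24 and 5.49 in T24, against 1.16 in O2, 0.87 in T2, 1.41 in W2 and 2.07 in W24. The 597 genes of cluster 3 were highest in W2 (4.38). Clusters 4 (1843 genes) and 5 (2054 genes) had modest centres, at most 2.02 (O24) and 1.88 (W2). The 3408 genes of cluster 6 fell, with centres of -1.41 in O24, -1.06 in W2 and -0.83 in T24, and of -0.22 in both O2 and W24. With 5 or 7 clusters in place of 6, the cluster that fell held 3481 and 3338 genes.

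The study's text names 3 barley terpene synthase genes, which it chose on these samples, so a test of them here is not independent evidence. MLOC_56812 and MLOC_76989 had no count in any of the 4 control samples, so their fold changes are lower bounds against a floor of 3 counts over the control group. MLOC_56812 stood at 2.69 ± 2.93 CPM in O2 (SD, n = 4), 1.35 ± 0.777 in T2, 6.11 ± 5.27 in O24 and 5.66 ± 2.97 in T24. That is at least 93.1-fold, 49.4-fold, 216-fold and 197-fold higher than in C. The bound fell to 46 without O2 replicate 2 and to 138 without O24 replicate 1. The edgeR adjusted p was 0.000454 in O2, 0.00496 in T2, 1.35e-06 in O24 and 4.00e-06 in T24. MLOC_76989 stood at 4.99 ± 5.22 CPM in O2, 1.76 ± 0.675 in T2, 1.70 ± 1.76 in O24 and 2.51 ± 1.18 in T24, which is at least 175-fold, 66.3-fold, 59.1-fold and 87.0-fold higher than in C (adjusted p of 0.000519, 0.00799, 0.000638 and 0.00033). Without O2 replicate 2 this bound was 93.3, and without O24 replicate 1 it was 33.8. Fitted on the compared groups alone, the O2 calls of both genes and the O24 call of MLOC_76989 were lost (adjusted p of 0.0362, 0.0631 and 0.0177). The T2 calls of both genes were close to the threshold and were lost when any single control sample was left out, with adjusted p from 0.0131 to 0.018 for MLOC_56812 and from 0.0192 to 0.0244 for MLOC_76989. The call of MLOC_56812 was also lost without T2 replicate 3 (0.0117) or T2 replicate 4 (0.0239). That of MLOC_76989 was also lost without any 1 of the T2 samples (0.0109 to 0.024), without W2 replicate 2, 3 or 4 (0.0107, 0.0129 and 0.0111), without T24 replicate 1, 2 or 4 (0.0114, 0.0101 and 0.0112) and without O2 replicate 1 (0.0122). Over all alternatives the adjusted p in T2 ran from 1.65e-07 to 0.029 for MLOC_56812 and from 3.91e-07 to 0.0389 for MLOC_76989. In W2 both had a few counts (0.251 ± 0.143 and 0.186 ± 0.133 CPM) and were not called by edgeR (adjusted p of 0.0259 and 0.0826), although DESeq2 called both (9.60e-05 and 0.00112). Over all alternatives the adjusted p in W2 ran from 9.60e-05 to 0.107 and from 0.00112 to 0.249. Without O2 replicate 2, edgeR called MLOC_56812 in W2 (0.00961). Neither differed between O24 and T24 (adjusted p of 0.887 and 0.618). MLOC_13618 followed another course. It stood at 0.111 ± 0.204 CPM in C, was not called at 2 h in either mite, and reached 174 ± 21.7 CPM in O24 and 11.2 ± 4.18 in T24. The log2 fold change was 10.3 ± 0.42 (SE) in O24 and 6.30 ± 0.44 in T24 (edgeR adjusted p of 1.52e-16 and 1.41e-11), or 13 and 9.05 without C replicate 2, which held most of the control counts. Its difference between the mites was 3.96 ± 0.27 (adjusted p = 1.05e-10). Adjusted over the list alone, 2 of the 3 genes were called in O2, 2 in T2, 3 in O24, 3 in T24 and 0 in W2 and W24, as over all genes. At an unadjusted p under 0.05 edgeR had 1 of them in W2 and 0 in W24, and DESeq2 called 2 and 0.

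The genes with the largest differences between the mites at 24 h were taken among those called, with a mean of at least 1 CPM and no overlap between replicates. MLOC_37248 and MLOC_3110 were the highest in O24 relative to T24. MLOC_37248 stood at 21.4 ± 2.40 CPM in O24 (SD, n = 4) and 0.772 ± 0.275 in T24, a log2 difference of 4.82 ± 0.34 (SE, edgeR adjusted p = 3.40e-10), and had at most 4 counts summed over any of the other 5 groups. MLOC_3110 stood at 43.6 ± 27.6 CPM in O24 and 1.57 ± 0.613 in T24, a log2 difference of 4.76 ± 0.46 (adjusted p = 3.07e-06). It had no count in C, W2, W24 and T2 and 1 count in O2. MLOC_37458 and MLOC_74934 went the other way. MLOC_37458 stood at 7.25 ± 3.88 CPM in T24, at least 250-fold higher than in C, where it had no count, and at 0.0227 ± 0.0265 CPM (2 counts) in O24. The ratio of T24 to O24 was 277, with a 95% counting interval of 76.3 to 2290 (edgeR adjusted p = 3.31e-08). MLOC_74934 had no count in the 4 O24 samples and 0.367 ± 0.206 CPM in T24, at least 9.5-fold higher than in O24 (adjusted p = 7.83e-05). It stood at 0.793 ± 0.254 CPM in C, 0.899 ± 0.250 in O2, 0.696 ± 0.299 in T2, 7.41 ± 1.52 in W2 and 2.11 ± 0.279 in W24. The replicates of all 4 genes do not overlap between O24 and T24 because the choice required it. Chance alone separates 4 samples from 4 in 2.86% of genes. Floors and counting intervals cover counting error only.

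**Figure D5:**
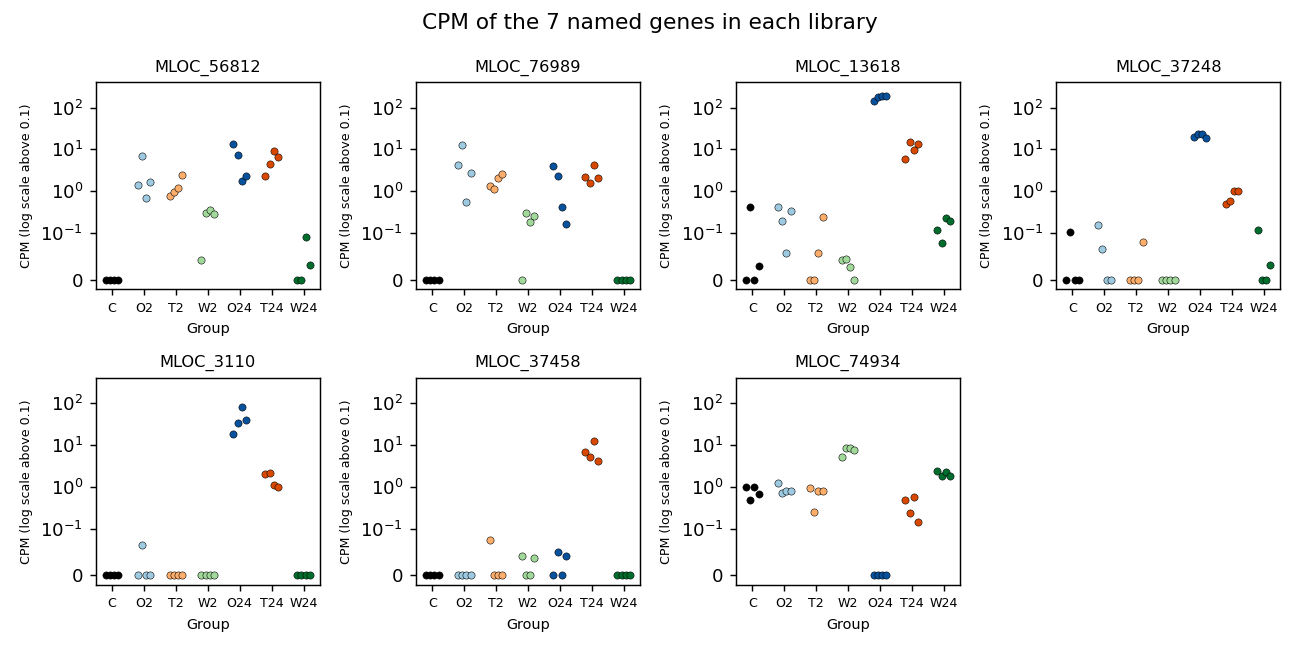
CPM of the 7 named genes (y axis, log scale above 0.1 and linear below) in each library, with 1 point per library and groups on the x axis. MLOC_13618, MLOC_37248 and MLOC_3110 are highest in O24, MLOC_37458 is above the other groups in T24 only, and MLOC_74934 has no count in O24.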

Values the study reported

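The study reported that 21,472 of 26,066 barley genes (82.4%) had read counts above zero. For the correlation of fold changes between the mites it gave R² values between 0.8 and 0.9 over both time points and both plant hosts, barley and maize. For mite feeding against wounding it gave R² values between 0.12 and 0.52, again over both time points and both hosts. Its calls used an adjusted p of 0.01 and an absolute log2 fold change of 1, and it chose *k* = 6 for the clusters.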

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

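The removal of the 10 most abundant genes and the test on reads carried over between libraries were chosen only after the results were seen.

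The time points of each treatment differed in many genes. There were 5320 such genes for *O. pratensis* (O24 against O2), 2246 for *T. urticae* (T24 against T2) and 4559 for wounding (W24 against W2), and the difference between the mites changed with time for 798 genes. Chance was excluded for each of the time contrasts: of the 35 splits of the 8 samples compared, only the real one (1 of 35) gave as many genes. For the interaction 1 of 100 drawn splits did, and the highest other split gave 648 against 774 in the same fit. Those splits mixed the mites at both time points and so also broke up the difference between O24 and T24. They therefore cannot separate a change of the mite difference with time from that difference at 24 h. Depth was tested by thinning all libraries to the smallest total, which left 5032, 2132, 4206 and 743 genes. Without the 10 most abundant genes the counts were 5309, 2235, 4582 and 802, and with library size as the only scaling they were 5377, 2549, 4677 and 779. None of these moved a count by more than 1.5 times, which argues against depth, these 10 genes or the scaling as the whole cause of the number of genes. The direction of the W24 to W2 calls is another matter, since the share of higher genes was 42.7% with TMM, 56.2% with upper-quartile factors and 51.2% with library size alone. GC content and gene length were not tested. The labels name no batch, although replicate number may mark a block or lane. A biological change between 2 h and 24 h stays open as a hypothesis. For the mites the number applied (400 against 200) changed together with time, and the design holds no samples that separate them. For wounding, where no mites were applied, this limit is absent.

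Among the named genes, several differed between time points by the same edgeR test. MLOC_13618 was higher at 24 h with *O. pratensis* (log2 difference 9.19, adjusted p = 8.16e-16) and with *T. urticae* (6.96, 3.67e-10), although the interaction of mite and time was not called (adjusted p = 0.353). MLOC_37248 was higher at 24 h with both (log2 difference 8.24, 5.11e-13, for O24 against O2, and 9.58e-05 for T24 against T2, a ratio of 40.9 with a 95% counting interval of 7.05 to 1640, as T2 had 1 count), and so was MLOC_3110, which had no count in T2 (at least 29.5-fold in T24 over T2, adjusted p = 0.000909) and 1 count in O2 (a ratio of 2990 for O24 against O2, interval 537 to 118000, adjusted p = 3.81e-08). MLOC_37458 was higher in T24 than in T2, which had 1 count (a ratio of 369, interval 65.9 to 14600, adjusted p = 5.90e-08). MLOC_74934 was at least 24.9-fold lower in O24 than in O2 (3.98e-08), was lower in W24 than in W2 (-1.94, 1.28e-06), and its mite difference changed with time (adjusted p = 0.000469). These genes were picked for their difference between O24 and T24 or by the study on these samples, so a difference between time points in them is no independent evidence. In all of the contrasts O24 against O2 and T24 against T2, the number of mites again changed with time.

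In 9 of 100 groups of 4 samples examined, a sample lay far from the other 3, where chance gives about 1 in 20, or 5. In library totals, T24 replicate 3 had 13.7 M counts against 20.2 M to 20.7 M in the other T24 samples. In the share of EPlHVUG identifiers, T24 replicate 2 stood at 0.811% against 0.496% to 0.529%. Without any 1 T24 sample the count of genes between O24 and T24 stayed between 1364 and 1853. No biological explanation was tested for these samples. O2 replicate 2 had 7.04 CPM of MLOC_56812 against 0.681 to 1.67 in the other O2 samples. O2 replicate 1 had 1.27 CPM of MLOC_74934 against 0.724 to 0.807. The remaining cases rest on a handful of counts near the floor: MLOC_37248 at 0.104 CPM in C replicate 2 and 0.0801 in T2 replicate 4, MLOC_3110 at 0.0658 in O2 replicate 2, and MLOC_37458 at 0.0769 in T2 replicate 1, where the other samples of each group had none.

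MLOC_13618 stood at 0.417 CPM in C replicate 2 against 0 to 0.0284 in the other control samples, and MLOC_37248 was also highest in that sample. Reads carried over from O24 libraries could explain this, since both genes are abundant there. Over 11 other genes at 20 CPM or more in O24 and under 0.1 CPM in wounded leaves, C replicate 2 held 17 counts and C replicate 3, the next highest, held 6. The ratio of their levels was 2.38 with a 95% counting interval of 0.895 to 7.37. A first version of this test, which included both genes themselves, gave a higher ratio and was replaced because those genes define the pattern. Summed over the 11 genes, C replicate 2 stood at 0.591 CPM. That lies within the range of the wounded libraries, from 0.195 CPM in W24 replicate 1 to 0.783 CPM in W2 replicate 3. The counts are too few to decide, and carried-over reads cannot be told apart from expression in that leaf.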

How the results depend on the processing

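Counts of called genes were within 1.5 times of the main count in every contrast under RLE, upper-quartile and library-size scaling, without EPlHVUG identifiers and, an alternative chosen after seeing the data, without the 10 most abundant genes. Leaving out any 1 sample also kept every count of called genes within 1.5 times, for example 334 to 546 in O2 and 616 to 1056 for the interaction, and 0 between O2 and T2. Causes of the changes below were not tested except where the alternative's own construction gives them.

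Dropping the fold change minimum, which by construction adds genes, gave 10571 in W2, 10892 in O24, 8416 in T24 and 2031 in W24 against C. It gave 4509 between O24 and T24, 10300, 6580 and 9623 for the time contrasts of *O. pratensis*, *T. urticae* and wounding, 1631 for the interaction, and 9682, 9503, 9960 and 6530 for O2, T2, O24 and T24 against wounding. Shared calls became 7891 for O24 and T24, 1559 for O24 and W24, and 1483 for T24 and W24. The glmTreat test, which by construction asks for more than the minimum, gave 224, 196, 3003, 3767, 1531 and 463 for O2, T2, W2, O24, T24 and W24, 447 between O24 and T24, 2914, 752 and 2155 for the time contrasts, 46 for the interaction, and 2103, 2096, 2750 and 913 against wounding. Shared calls became 167 (O2 and T2), 1438 (O24 and T24), 184 (O2 and W2), 169 (T2 and W2), 325 (O24 and W24) and 293 (T24 and W24), and the r of T24 and W24 was 0.484. At an adjusted p under 0.05 the interaction gave 1259 genes.

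Fitting only the groups compared gave 240 genes in O2, with 221 shared with T2 and 214 with W2. DESeq2 called 1 gene between O2 and T2, with or without shrinkage. Shrunken fold changes lowered r to 0.893 for O2 and T2, 0.553 for O24 and W24, and 0.549 for T24 and W24. Over all tested genes the r of O2 and T2 was 0.888. With separate control pairs it was 0.837, and 0.909 for O24 and T24.

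Of the 3 terpene synthase genes, 1 was called in O2 under the stricter filter, which no longer tests every one, and 0 in a fit of the groups compared. In T2, 1 was called without the filter and 1 under the stricter filter, and 0 with the replicate block, with glmTreat and after thinning. In W2, 1 was called at an adjusted p under 0.05, 2 with DESeq2, 1 with shrunken fold changes and 1 in a fit of the groups compared. Leaving out 1 sample gave 0 to 2 in T2 and 0 to 1 in W2. MLOC_74934 lost its T24 call against C in 7 settings, including without C replicate 1 (adjusted p = 0.0162), C replicate 3 (0.0156), T24 replicate 2 (0.017) and T24 replicate 4 (0.0246), within a range of 0.00153 to 0.391.

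By the rule used, which asked for every r of residuals above 0.1, 0 of 21 group pairs were paired by replicate number. That rule is strict, so failing it does not exclude a pairing. The mean r was 0.058 for equal numbers and -0.019 for other numbers. The second value is no independent baseline, since residuals sum to 0 within each group. By group pair the mean r for equal numbers ran from -0.031 (T2 and W24) to 0.16 (O24 and T24). Column numbers of the count table run by replicate number, with every group in each run, so replicate number may mark a block or lane. A pairing by number is therefore not excluded. With replicate number as a block, 1616 genes were called between O24 and T24 in place of 1581. With pairs by number the score difference of O24 and T24 was 0.834 with an exact permutation p of 0.125, the smallest that sign flips of 4 pairs allow. Leaving out a control sample moved the share of the 10 most abundant genes relative to C to between -1.37 and -0.326 in O2, -6.04 and -5.00 in W2, -8.80 and -7.75 in O24, -6.18 and -5.13 in T24, and -2.23 and -1.18 in W24, and these passed an adjusted p of 0.05 only without C replicate 2. In T2, where the difference was -0.184 and never passed, the values ran from -0.823 without C replicate 2 to 0.224 without C replicate 4, and the sign changed without C replicate 1 or 4.

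The median log2 fold change of all genes moved by over 0.1 under upper-quartile factors in W2 (-0.20), O24 (-0.12), O24 against O2 (-0.11), and W24, O2 and T2 against W2 (0.19 each). With library size alone it moved in O24 and T24 (0.22 each), W24 (0.12), O24 against O2 (0.16), T24 against T2 (0.19) and W24 against W2 (0.11). Shifts of 0.1 after rounding, at the limit, were seen for O24 and T24 against W24 with library size alone. Under upper-quartile factors O24 against W24 was also at the limit (-0.1). The camera and fry tests of gene families were not run, since neither the count table nor the reference gene list used here gives product names for these identifiers. Depth limits the genes with few counts, above all in T2.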

Other observations

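The test on RNA of the mites was chosen only after the result was seen. The test of 1 response of different size was set up after the 1581 genes between O24 and T24 were seen, but before its own result.

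For the contrasts of treatments with C, of mites with wounding and of O24 with T24, only the real split (1 of 35) gave as many genes as the samples' own grouping, in fits of the samples compared, so chance was excluded. For O2 against T2, 23 of 35 splits gave as many genes at an unadjusted p under 0.05 as the 473 of the real split, so chance was not excluded there.

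A hypothesis was that T24 and O24 hold 1 response of different size. The T24 change from control was scaled by 1.3, the ratio over the 3157 genes called alike, and the contrast was repeated. After scaling, 665 genes were called, 254 higher and 411 lower in O24, of which 137 were not called before. Scaling can only widen the gap of 235 of the 1581 unscaled calls, so these say nothing in that test. Of the 1346 calls whose gap it narrows, 314 (23.3%) were called in the same direction after scaling, a share that is raised by having chosen these genes for a larger change in O24. Before any scaling, 116 genes were called up in T24 against C and lower in O24 than in T24, which a single factor above 1 does not give, and 65 of these were not called up in O24. These 116 genes argue against a single factor as the whole cause. Saturation of a larger response in O24 would bring O24 towards T24 but not below it. The 116 genes, of which 65 were not called up in O24, therefore argue against saturation for themselves. For the other genes saturation was not tested. Different timing of the same response could also give the 116 genes and was not tested.

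Another pattern was that 65 genes had at least 10 counts over the 16 mite-infested libraries and none in the 12 others, while 46 genes showed the reverse. RNA of the adult mites may have added reads, and more mites were applied at 2 h. Of the 65 genes, 60 (92.3%) were higher at 24 h and 41 had no count at 2 h, which argues against adult mites as the source for the set. RNA of eggs laid during the 24 h was not tested and stays open, as does induction in the leaf.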
